A study of Mus musculus with 20 samples. Its data were reported in "Deconstructing cold-induced brown adipocyte neogenesis in mice" (2022).

How the data were processed

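Single-cell RNA-seq libraries of the stromal vascular fraction of mouse interscapular brown adipose tissue (iBAT) were compared. Cells had been separated with magnetic beads into a fraction that carries immune lineage markers (Lin+) and one that lacks them (Lin-), and each experiment consisted of 1 library of each fraction from the same pooled mice. The 20 libraries made up 10 experiments. C57 mice were kept at room temperature (RT, 24 °C per the labels), exposed to 6 °C for 4 days (COLD) or infused for 4 days with CL316,243 (CL, 0.75 nmol per hour), a ligand of the β3 adrenergic receptor, with 2 experiments per group. Mice of an Adrb1 line, wild type (WT) or with Adrb1 deleted in Pdgfra-expressing cells (KO), were kept at RT or exposed to cold, with 1 experiment per group. Each library pooled 3 to 4 mice, so the unit of replication was the pool.

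The deposited matrices hold expected counts: UMI counts that the authors obtained with Cell Ranger and then corrected with SoupX, which subtracts an estimate of cell-free mRNA, here with Fabp4 and Car3 taken as genes that stromal cells do not express. Between 97.2% and 99.6% of the non-zero entries per library were not whole numbers. No scaling to a common total had been applied. The genes are listed by symbol alone, in 31053 rows, and the genome build is not stated, so genes are named here by symbol without coordinates. The C57 libraries and the cold libraries of the Adrb1 line came from version 2 of the Chromium kit, whereas the RT libraries of the Adrb1 line came from version 3. The main fits and tests treated the libraries of a group as independent pools and did not pair them by replicate number. The numbers served to match C57 experiments where directions are counted and in the rule for naming genes. They also set the cohorts aligned before clustering. There, C57 libraries of a fraction that share a number formed a single cohort, and each library of the Adrb1 line was its own. The replicates of a group were checked to be separate libraries: their summed counts differed by a chi-square per degree of freedom of 25.3 to 274.

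Cells were filtered with the limits of the study's methods. In all libraries, cells with at least 10% mitochondrial UMIs or more than 15000 UMIs were removed. Lin+ cells with more than 4000 genes and Lin- cells with fewer than 100 genes were removed as well. This left 66339 of 89637 Lin- barcodes and 59935 of 67122 Lin+ barcodes, with medians of 1204 to 4358 UMIs per cell. Cells called doublets were kept, and an alternative left out the cells in the top 6% of Scrublet scores of each library.

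Each fraction was clustered once over its 10 libraries with scanpy 1.11.5 on 2000 variable genes, 30 principal components and 30 neighbours, after alignment of 6 cohorts, and with leidenalg 0.10.2 at resolution 1 (seed 1). The marker genes used for naming were left out of the clustering. Clusters were named from marker lists fixed before the data were examined, when at least 3 markers of a class were raised and the 10 top genes were not read as contradicting the name. The largest VEC-like cluster (4642 cells) was named although erythroid genes (Hbb-bs, Hba-a2, Hbb-bt and Hba-a1) were among its 10 top genes. The clustering gave 34 Lin- and 37 Lin+ clusters. Names carry the suffix -like (ASC for adipose stromal cell, VEC for vascular endothelial cell, VSMC for vascular smooth muscle cell, MAC for macrophage, DEND for dendritic cell), because they rest on expression alone. Several clusters stayed unnamed, among them one with high Cthrc1 and Lrrc15, and their cells were left out of the class comparisons. ASC-lineage cells are the ASC1-like, ASC2-like, ASC3-like, proliferating and differentiating adipocyte clusters together.

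For gene expression, corrected counts were summed per library over the cells of a class and rounded to whole numbers. They were fitted with edgeR 4.0.16 (TMM factors, filterByExpr, glmQLFit and glmQLFTest) over the 6 C57 Lin- libraries together, because the spread between 2 replicates alone is poorly known. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with 0.05 as the threshold. The difference between 2 classes in their response was tested with a class by treatment term on the sums of both classes, with the library as a block. 4 gene sets fixed before the data were examined (sterol synthesis, interferon response, chemokines and extracellular matrix) were tested in 3 classes and 2 contrasts with camera (limma 3.58.1, preset correlation 0.01), which made 24 tests adjusted together, and with fry and camera with an estimated correlation beside it. The sets were chosen because the study named sterol, matrix, immune and chemokine genes as changed in ASC1 on these samples. Their results in ASC1-like cells after cold are therefore not independent evidence. Numbers of cells per class were compared with edgeR, with the log of all cells kept as offset, for classes with at least 20 cells.

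The share of proliferating cells was measured with a gate on 8 genes (Top2a, Birc5, Mki67, Cenpf, Cdk1, Ube2c, Pclaf and Tk1). Counts per cell were rounded, each cell was thinned at random to 1000 UMIs, cells with fewer UMIs were left out, and a cell passed with at least 2 UMIs over the 8 genes. VEC-like cells of the same library served as the background class in Lin- libraries, and B lymphocytes in Lin+ libraries, although either class can hold some cycling cells. Shares carry exact Clopper-Pearson 95% intervals and counts of UMIs exact Poisson intervals. These intervals cover counting error only, not the variation between pools of mice. Differences in mean share between libraries were tested with exact permutation tests, two-sided: 2 libraries against 2 cannot give a p below 0.333, and 4 against 4 (70 splits) cannot give one below 0.0286. Correlations over experiments were tested by exact enumeration of pairings. Counts of 3 UMIs or fewer in a group are given as ratios with their counting interval.

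Genes were named by a rule fixed before the data were examined: for each class and contrast, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with at least 50 CPM (normalised counts) in the higher group mean and the same sign in both replicate numbers. A fixed list of 17 genes was read in ASC1-like cells as well. The study chose that list on these samples, so a count of its genes adjusted over the list alone is not independent evidence. In the Adrb1 line, where no group has a replicate, no test was made. There, genes with at least 50 CPM in the higher library of both pairs and the same sign at RT and in the cold were ranked by the smaller of the 2 log2 ratios, and 3 per direction are named.

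The edgeR step was tested on simulated data built from the C57 sums before it was applied. In the ASC1-like simulation (12097 genes, 191 of them changed), 89.5% of the genes changed 4-fold and 64.4% of all changed genes were recovered, with 12 false calls. The recovery of all changed genes was 59.0% for ASC2-like cells (10656 genes) and 46.1% for ASC3-like cells (9756 genes). Of 200 random gene sets, camera put 5 under 0.05 in the ASC1-like simulation and fry put 10. The simulated genes were drawn independently of each other, so these counts cannot test the correlation between genes that camera presets.

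The alternatives tried were RLE size factors, DESeq2 1.42.0, no filter on low counts, a replicate block, a fit to the 2 groups of a contrast alone, leaving out each library in turn (the lone library left in a group was then assumed to vary like the other groups), leaving out called doublets, at least 500 genes per cell, a Leiden resolution of 1.5, marker genes kept in the clustering, thinning to 2000 UMIs or not at all, gates at 1 or 3 UMIs, TMM factors on numbers of cells, other denominators for the immune classes, and cluster shares in place of the gate. A few more were added later and are named as such. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and R 4.3.3. Bulk tissue data and microscopy of the study were not used here.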

Results

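The data consist of 20 single-cell RNA-seq libraries from mouse iBAT, a Lin+ and a Lin- library from each of 10 experiments. The C57 mice, which were male, contributed 6 experiments (RT, COLD and CL, 2 each), and the female mice of the Adrb1 line contributed 4 (WT and KO, at RT and after 4 days of cold, 1 each). Xist was present at 511 to 1371 CPM in the libraries of the Adrb1 line and at no more than 0.326 CPM in the C57 libraries. Filtering left 28691 Lin- cells from the RT and COLD groups of C57 mice, 18332 Lin- cells from the Adrb1 line, and 25343 Lin+ cells from the RT and COLD groups of C57 mice. The lowest total of UMIs after filtering was in the Lin- library of RT replicate 2, where 6171 of 22072 barcodes (28.0%) were kept and 72.0% of barcodes carried at least 10% mitochondrial UMIs. The other libraries kept between 57.7% and 96.2% of their barcodes.

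The first comparison asks how many ASC-lineage cells proliferate after cold exposure and during CL infusion. In C57 mice, the share of ASC-lineage cells past the gate was 0.165% ± 0.0775 (SD, n = 2) at RT and 12.5% ± 6.25 in the cold. The cold libraries gave 16.9% (interval 16.0 to 17.9, 6362 cells) and 8.08% (7.30 to 8.91, 4542 cells), and the RT libraries 0.2201% (0.0885 to 0.453, 3180 cells) and 0.110% (0.0228 to 0.323, 2715 cells). The difference of 12.3 percentage points is larger than the SD between the cold replicates, and the exact permutation test gave p = 0.3333, the smallest p that 2 libraries against 2 allow. Without COLD replicate 1 the difference was 7.91 points. CL infusion gave 3.67% ± 4.25, and this mean rests on 1 library: 6.67% (5.87 to 7.55, 3507 cells) in CL replicate 1 and 0.666% (0.450 to 0.9495, 4504 cells) in CL replicate 2, so that the difference from RT was 3.50 points with both and 0.501 without CL replicate 1 (exact p = 0.3333). Thinning discarded 158 and 421 shallow ASC-lineage cells at RT, 368 and 210 in the cold, and 515 and 205 in CL mice. Without thinning the shares were 0.449% and 0.128% at RT, 28.5% and 16.1% in the cold, and 10.3% and 1.74% in CL mice. Of the alternatives, leaving out the thinning moved the cold difference most, to 22.0 points. ASC-like cells of 2 unnamed clusters, mainly the Cthrc1 cluster in CL mice, are not in these shares. With them, an alternative added later, CL replicate 1 gave 9.94% (9.13 to 10.8) and CL replicate 2 gave 1.14% (0.863 to 1.47), a difference from RT of 5.29 points, and the cold difference was 12.4 points. Of the added cells alone, 17.4% of 1534 passed the gate in CL replicate 1 and 5.37% of 503 in CL replicate 2.

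VEC-like cells, the background class, passed the same gate at 0.920% and 0.442% in the RT libraries, 1.43% and 0.540% in the cold libraries and 3.90% and 3.37% in the CL libraries. Their median depths were 1795 and 874 UMIs at RT, 1061 and 1912 in the cold, and 672 and 1721 in CL mice, against 4275 and 1599, 3479 and 5018, and 1914 and 4082 UMIs in ASC-lineage cells. Thinning left out 162 and 740 VEC-like cells at RT, 563 and 120 in the cold, and 4158 and 67 in CL mice. The ASC-lineage shares at RT lie below those of VEC-like cells and are read as background, whereas the shares of both cold libraries and of CL replicate 1 exceed those of their VEC-like cells beyond the counting intervals. VEC-like cells of the CL libraries passed more often than those at RT, so they give no level of background for CL replicate 2. Its ASC-lineage interval (0.450 to 0.9495) lies above that of RT replicate 2, which ends at 0.323, and overlaps that of RT replicate 1, which ends at 0.453.

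Over all experiments, cold raised the share from 0.258% ± 0.126 (SD, n = 4) to 9.15% ± 5.45 (n = 4), a difference of 8.89 points (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), and it was higher in 4 of 4 experiments than in the matching RT experiment. The WT and KO cold libraries gave 7.43% (6.65 to 8.27) and 4.18% (3.44 to 5.02), with 1.77% and 1.41% in their VEC-like cells. The RT libraries of that line gave 0.412% and 0.289%, with 0 of 305 VEC-like cells in WT, which allows up to 1.202%, and 0.831% in KO. Within the C57 mice alone the difference was 12.3 points and within the Adrb1 line alone, a comparison added later, 5.45 points (exact p = 0.3333 in each). In the Adrb1 line the kit version changes with temperature, so kit and cold cannot be told apart there. Among the alternatives for the 4 experiments, leaving out the thinning gave the largest difference, 17.7 points (exact permutation test, p = 0.0286). The clusters of proliferating and differentiating cells held 13.6% ± 7.53 of ASC-lineage cells in the cold and 1.05% ± 0.758 at RT (n = 4 each). Summed over replicates, they held 30 of 6474 ASC-lineage cells (0.463%) at RT, 2243 of 11482 (19.5%) in the cold and 902 of 8731 (10.3%) during CL infusion in C57 mice. Of the 1697 cells of the Lin- proliferating cluster, 1371 (80.8%) lay nearest to ASC1-like cells, 36 nearest to ASC2-like and 38 nearest to ASC3-like cells, and 210 (12.4%) nearest to immune cells. This sum is mostly of cold libraries. All cells of the cluster count as ASC-lineage cells in the shares above, including those nearest to immune cells. Those were 130 of 686 cells in COLD replicate 1 and 26 of 317 in COLD replicate 2. In CL mice they were 29 of 132 and 3 of 20. Part of these shares, and of the gap between the cold replicates, may therefore not come from ASCs. At RT in the Adrb1 line the cluster held 13 cells in each library, of which 11 lay nearest to ASC2-like cells in WT and 10 nearest to muscle cells in KO.

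**Figure D1:**
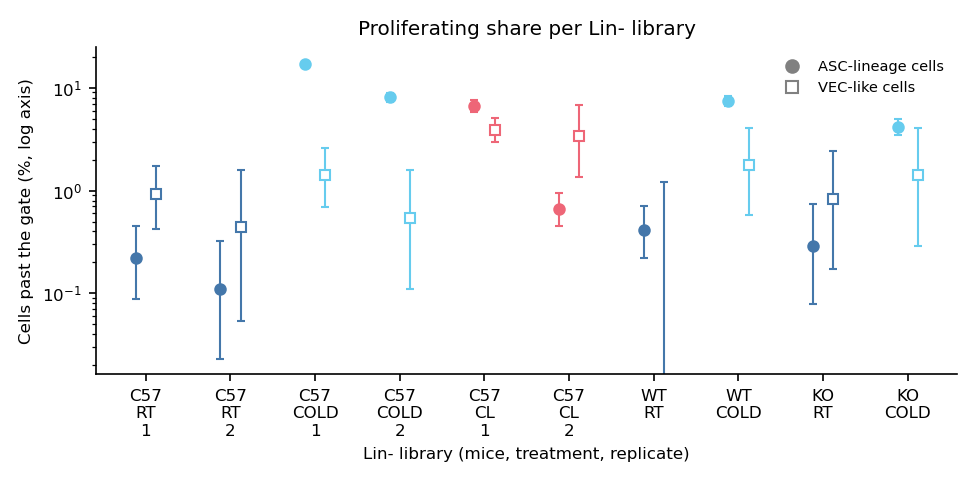
Share of cells past the proliferation gate in each Lin- library (percent, log axis), for ASC-lineage cells (filled points) and VEC-like cells (open squares), with exact 95% intervals. The 4 cold libraries and CL replicate 1 lie between 4.18% and 16.9% for ASC-lineage cells, and CL replicate 2 lies at 0.666%, below its VEC-like cells at 3.37%.

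The next comparisons ask how each ASC subtype responds. In ASC1-like cells of C57 mice, edgeR called 1567 of 12721 genes after cold, 849 higher and 718 lower (3767 at an unadjusted p under 0.05), and 164 during CL infusion, 92 higher and 72 lower (1661 unadjusted). The setting that moved these counts most was the fit without a filter on low counts, with 2731 and 824 genes of 19634. Each library mattered: the cold count was 813 without RT replicate 1, 661 without RT replicate 2, 514 without COLD replicate 1 and 803 without COLD replicate 2. The CL count was 260, 48, 46 and 314 without RT replicate 1, RT replicate 2, CL replicate 1 and CL replicate 2. Of the 164 genes called during CL infusion, 150 were called after cold as well, all in the same direction. The responses correlated across the 12721 genes (Pearson r = 0.824, Spearman rho = 0.742), where genes are not independent replicates. Both contrasts share the RT libraries, so errors of those libraries enter both responses. Simulated groups without any change gave a mean r of 0.100 (range 0.0646 to 0.140). This value may not hold the whole error of the RT libraries, so it is not taken as the part of r due to sharing. With separate RT libraries for each contrast r was 0.317 (cold replicate 1 and CL replicate 2) and 0.520 (cold replicate 2 and CL replicate 1).

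Among the 286 rising and 284 falling genes eligible to be named in ASC1-like cells after cold, the largest rises were those of Adipoq, Spp1 and Car3. Adipoq rose by a log2 fold change of 7.36 (SE 1.00, adjusted p 0.00341) from 1 and 3 UMIs in the RT libraries, a pooled ratio of 172 (counting interval 67.0 to 632). Spp1 rose by 6.97 (SE 0.66, adjusted p 0.00111) from 2 and 2 UMIs, a pooled ratio of 132 (51.4 to 484). Car3, which the authors' correction took as not expressed by stromal cells, rose from 7.57 ± 3.76 to 789 ± 383 CPM (log2 fold change 6.65, SE 0.63, adjusted p 0.00108). The largest falls were those of Dlk1, from 112 ± 52.5 to 4.18 ± 1.68 CPM (-4.76, SE 0.56, adjusted p 0.00198), Smoc2, from 4487 ± 167 to 262 ± 17.1 CPM (-4.10, SE 0.92, adjusted p 0.0231), and Col6a6, from 118 ± 3.85 to 8.65 ± 1.18 CPM (-3.77, SE 0.21, adjusted p 0.000152). For these 6 genes both cold libraries lay on the same side of both RT libraries. Adipoq was not past the threshold without RT replicate 1 (log2 fold change 6.06), nor was Smoc2 without either COLD replicate (-4.03 and -4.17). In VEC-like cells the fitted log2 fold change was above 0 for 8 of 8 listed adipocyte genes after cold, with a median of 1.77 against 3.47 in ASC1-like cells, but edgeR called 0 of the 8. Both cold libraries lay above both RT libraries for 5 of them, among them Adipoq but not Car3.

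During CL infusion ASC1-like cells showed the largest rises in Hp (log2 fold change 7.47, adjusted p 0.0159), Adipoq (7.04, adjusted p 0.0186, pooled ratio 106 with an interval of 41.0 to 390) and Car3 (6.13, adjusted p 0.00547), and the largest falls in Fdps (-2.89, adjusted p 0.0159), Nsdhl (-2.80, adjusted p 0.000731) and Dlk1 (-2.68, adjusted p 0.0482). Both CL libraries lay on the same side of both RT libraries for each. Hp and Adipoq were not called without RT replicate 1 (7.16 and 5.73) or without RT replicate 2 (7.62 and 8.47), Fdps without CL replicate 1 (-3.05), and Dlk1 without RT replicate 1 (-2.08), RT replicate 2 (-3.08) or CL replicate 1 (-2.13).

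On the fixed list of 17 genes, 13 were past the threshold over all genes after cold (10 higher, 3 lower) and 15 when adjusted over the list alone. During CL infusion the counts were 3 (1 higher, 2 lower) and 9. Timp1 rose from 87.5 ± 36.0 to 1130 ± 276 CPM after cold (log2 fold change 3.69, adjusted p 0.00928) and Cxcl10 from 95.4 ± 9.48 to 638 ± 50.2 CPM (2.74, adjusted p 0.00499), while Sqle fell from 120.2 ± 43.2 to 18.1 ± 3.64 CPM (-2.74, adjusted p 0.00112). Lpl (0.43, adjusted p 0.814) and Bmper (0.04, adjusted p 0.945) did not change detectably. Cxcl14 (-1.99) and Col5a3 (-1.33) passed with adjustment over the list alone and not over all genes, except without RT replicate 2, when both passed over all genes (-2.18 and -1.61). Pparg rose by 0.75 (adjusted p 0.0410) and Adrb1 by 1.42 (adjusted p 0.0229), and neither was past the threshold when any 1 of the 4 RT and cold libraries was left out (0.59 to 0.90 and 1.2001 to 1.60). Timp1, Cxcl10 and Sqle stayed past it without each library in turn.

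ASC2-like cells gave 93 genes after cold (70 higher, 23 lower, of 10938 tested, 1089 unadjusted) and 7 during CL infusion (6 higher, 1 lower, 848 unadjusted). ASC3-like cells gave 4 (all higher, of 10228 tested, 635 unadjusted) and 5 (all higher, 651 unadjusted). DESeq2 gave 122 and 53 genes in ASC2-like cells and 29 and 24 in ASC3-like cells. The cold count of ASC2-like cells was 35 without RT replicate 2, 58 without COLD replicate 1 and 16 without COLD replicate 2, and their CL count was 86 without RT replicate 1, 74 without CL replicate 2 and 4 without RT replicate 2 or CL replicate 1. In ASC3-like cells edgeR called 0 genes after cold without either RT replicate (895 and 658 unadjusted) and 2 without either COLD replicate, and during CL infusion 0 without either RT replicate (1039 and 511 unadjusted) and 157 without CL replicate 2. After cold, the genes named by the rule were Saa3 (log2 fold change 8.20, adjusted p 0.000899, from 1 and 1 UMIs, pooled ratio 330.2 with an interval of 91.0 to 2733), Hp (4.53, adjusted p 0.00138) and Irf7 (3.77, adjusted p 0.00138) among the rises in ASC2-like cells, and Dkk2 (-1.92, adjusted p 0.0215), Adamts16 (-1.91, adjusted p 0.00672) and Plac9b (-1.77, adjusted p 0.0362) among the falls. The calls of the 3 falling genes depended on single libraries: none of them passed without COLD replicate 2 (-2.05, -2.09 and -2.24). In ASC3-like cells Rsad2 (5.20, adjusted p 0.0485, from 1 and 2 UMIs, pooled ratio 42.1 with an interval of 14.1 to 206), Ifit3b (3.54, adjusted p 0.00525) and Irf7 (3.54, adjusted p 0.0280) rose after cold, and none of the 3 was past the threshold without RT replicate 1 (4.42, 3.70 and 3.99) or RT replicate 2 (6.07, 3.45 and 3.26). During CL infusion Cthrc1 and Prg4 rose in ASC2-like cells (4.41 and 3.22, adjusted p 0.0295 for each) and in ASC3-like cells (5.64, adjusted p 0.0241, and 3.50, adjusted p 0.0382), beside Hp in ASC2-like cells (4.75, adjusted p 0.00195) and Saa3 in ASC3-like cells (11.17, adjusted p 0.0382, from 1 and 1 UMIs, pooled ratio 1822 with an interval of 504 to 15046). In ASC3-like cells these CL calls were lost without either RT replicate, at log2 fold changes of 5.69 and 5.60 for Cthrc1, 3.06 and 4.03 for Prg4, and 10.78 and 11.49 for Saa3. In ASC2-like cells Cthrc1 was lost without either RT replicate (4.22 and 4.56) and Prg4 without CL replicate 1 (2.97). Both genes were called during CL infusion in ASC1-like cells as well. The unnamed cluster with high Cthrc1 held 11.5% and 4.52% of cells in the CL libraries. Whether its cells or its RNA enter the sums of the ASC-like classes was not tested.

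ASC1-like cells gave more genes than the other subtypes, and depth accounted for part of this. With the sums of the 3 subtypes thinned to a common depth of 602116 to 3415120 counts per library, cold gave 634 genes in ASC1-like, 50 in ASC2-like and 4 in ASC3-like cells. The difference in response between subtypes was tested directly. The cold response differed between ASC1-like and ASC2-like cells for 1172 of 12220 genes, larger in ASC1-like cells for 461 and smaller for 711 on the signed log2 scale, and between ASC1-like and ASC3-like cells for 683 of 11591 genes. During CL infusion 101 and 35 genes differed. Thinned to equal depth, the cold counts were 806 and 485 and the CL counts 74 and 19.

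Gene sets were used to ask which processes changed. With camera, 21 of 24 tests passed, 15 higher and 6 lower. Sterol synthesis fell in ASC1-like cells after cold (19 genes, mean log2 fold change -2.05, 0 genes higher, adjusted p 2.98e-35) and during CL infusion (-1.85, 0 genes higher, adjusted p 4.02e-55). It also fell, by less, in ASC2-like cells (mean -0.73 after cold and -0.86 during CL infusion, 1 of 19 genes higher in each) and in ASC3-like cells (-0.39 with 2 of 18 higher, and -0.54 with 4 of 18 higher). The summed expression of these genes was 1956 and 1908 CPM in the RT libraries, 476 and 382 CPM in the cold libraries, and 537 and 458 CPM in the CL libraries. Interferon response genes rose after cold in ASC1-like cells (20 of 20 genes, mean 2.10, adjusted p 5.43e-33), in ASC2-like cells (20 of 20, mean 2.15, adjusted p 3.17e-81) and in ASC3-like cells (19 of 19, mean 2.01, adjusted p 1.57e-63). Of the chemokine genes 11 of 13 rose in ASC1-like cells after cold (mean 1.57, adjusted p 6.53e-05), but their summed expression did not, with 8597 and 11350 CPM at RT and 8900.2 and 7918 CPM in the cold. The extracellular matrix set rose during CL infusion in ASC1-like (mean 0.72, 15 of 21 genes, adjusted p 0.000412), ASC2-like (0.96, 20 of 21) and ASC3-like cells (0.97, 19 of 21). Its summed expression in ASC1-like cells did not separate these groups, with 70893 and 61385 CPM at RT and 64234 and 73471 CPM during CL infusion. After cold the sum was lower than in both RT libraries, at 51281 and 59057 CPM. In the Adrb1 line it fell from 67106 to 46283 CPM in WT and from 64821 to 52365 CPM in KO, where the kit changed with temperature. The 3 tests of the set after cold were those that did not pass (adjusted p 0.216, 0.607 and 0.0582). In ASC1-like cells after cold its median (-0.03) and mean (0.48) differ in sign, and its direction was the opposite without RT replicate 2 (adjusted p 0.498). In ASC2-like cells its median (-0.19) and mean (0.16) also differed in sign, and the set moved from an adjusted p of 0.607 to 1.36e-08, in the lower direction, without RT replicate 2. RLE size factors and DESeq2 left the signs of all of these medians and means as they were, and shifted log2 fold changes by a median of at most 0.0130. The alternative that mattered most was the correlation assumed between genes. Under fry 7 of the 24 tests passed: sterol synthesis (adjusted p 0.0461 in both contrasts) and interferon response (0.0163 after cold, 0.0461 during CL infusion) in ASC1-like cells, chemokines in ASC1-like cells after cold (0.0461), and interferon response in ASC2-like and ASC3-like cells after cold (0.0461 each). With an estimated correlation camera passed 0 of 24 (8 unadjusted), with a lowest adjusted p of 0.0794.

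**Figure D2:**
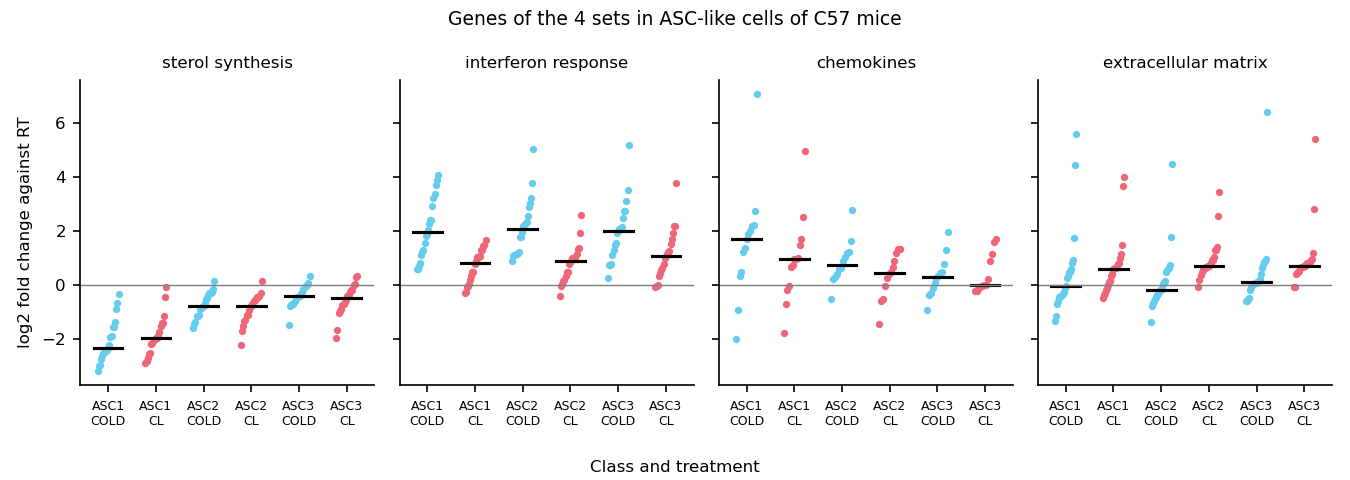
Log2 fold change against RT of each gene of the 4 sets in ASC1-like, ASC2-like and ASC3-like cells of C57 mice, after cold and during CL infusion, with a black bar at the median. The 19 sterol synthesis genes lie below 0 in ASC1-like cells in both contrasts, and the interferon response genes lie above 0 in every subtype after cold.

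The numbers of cells per class were compared next. Among Lin- cells 1 of 22 tests passed (4 unadjusted): the proliferating class rose after cold by a log2 fold change of 6.33 (SE 1.17, adjusted p 0.0389), higher in both cold libraries. The differentiating adipocyte class rose by 5.25 (SE 1.68, adjusted p 0.169) and did not pass. With TMM factors on the numbers of cells, at least 500 genes per cell, marker genes kept, or proliferating cells assigned to their nearest class (added later), edgeR passed 0 tests (7, 6, 4 and 3 unadjusted). Without RT replicate 2 the count was 3 of 22. A fit without a cold or CL library covers the contrast of that group alone: 0 of 11 tests passed without COLD replicate 1 (2 unadjusted), and for CL 2 of 11 without CL replicate 1 and 6 of 11 without CL replicate 2, against 0 for CL with all libraries. In the Lin+ fraction 4 of 36 tests passed (12 unadjusted). MAC1-like cells rose after cold (6.94, SE 1.05, adjusted p 0.0252) and during CL infusion (5.69, SE 1.00, adjusted p 0.0266), and DEND3-like (2.55, SE 0.51, adjusted p 0.0278) and MAC3-like cells (3.10, SE 0.63, adjusted p 0.0278) rose after cold, each in both libraries. DEND1-like (1.65, adjusted p 0.0849) and DEND2-like cells (1.33, adjusted p 0.12) did not pass. None of the 36 Lin+ tests passed without either RT replicate (5 unadjusted in each case). Of the 18 tests of a single contrast, 1 passed for cold without either COLD replicate, and 2 and 6 passed for CL without CL replicate 1 and CL replicate 2, against 3 for cold and 1 for CL with all libraries.

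The study related immune cells to neogenesis, so the shares of Lin+ cells were compared over the 4 RT and 4 cold experiments. MAC1-like cells made up 0.951% ± 1.11 at RT and 12.0% ± 5.85 in the cold (exact permutation p = 0.0286, adjusted p 0.0571 over the 3 classes), DEND1-like cells 1.44% ± 1.15 and 5.32% ± 2.65 (p = 0.0571, adjusted 0.0571), and DEND2-like cells 3.39% ± 1.07 and 8.27% ± 3.15 (p = 0.0571, adjusted 0.0571). Each was higher in 4 of 4 experiments, but 0 of the 3 passed after adjustment, with 1 unadjusted. The alternatives that moved this count most were at least 500 genes per cell, marker genes kept and, added later, proliferating cells by nearest class, with 2 of 3. Within the C57 mice, the MAC1-like share was 0.151% and 0.119% at RT against 17.5% and 16.2% in the cold. In the Adrb1 line it was 1.06% and 2.48% at RT against 9.34% and 5.08%, for WT and KO.

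The gate passed 14.0% ± 4.52 of dendritic-like cells in the cold and 6.27% ± 2.85 at RT (n = 4, exact p = 0.0857, adjusted p 0.171, higher in 4 of 4 experiments). For macrophage-like cells the shares were 1.78% ± 0.418 and 1.90% ± 0.988 (difference -0.1202 points, exact p = 0.886, adjusted p 0.886, higher in 2 of 4). This difference changed sign with thinning to 2000 UMIs (0.217) and with a gate at 1 UMI (0.551). Without thinning, the share of dendritic-like cells was 27.7% and 30.0% in the cold against 16.9% and 15.3% at RT in C57 mice, but 25.7% against 27.0% in WT and 17.2% against 18.9% in KO, so the direction in the Adrb1 line depended on the thinning. The median depth of these cells was 9037 and 9148 UMIs in the RT libraries of that line and 6456 and 8188 UMIs in its cold libraries. Thinning left out between 0 and 30 dendritic-like cells per library. B lymphocytes, the background class, passed at 0.0917% to 1.75% across the 10 libraries, at median depths of 795 to 2599 UMIs against 4147 to 9148 UMIs in dendritic-like cells. Of the 2072 cells of the Lin+ proliferating clusters, 933 (45.0%) lay nearest to DEND1-like, 330 (15.9%) nearest to DEND2-like, 267 (12.9%) nearest to MAC2-like and 210 (10.1%) nearest to MAC1-like cells. In CL replicate 1 more of the 399 such cells lay nearest to MAC2-like (136) and MAC1-like cells (107) than to DEND1-like (83) and DEND2-like cells (26).

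**Figure D3:**
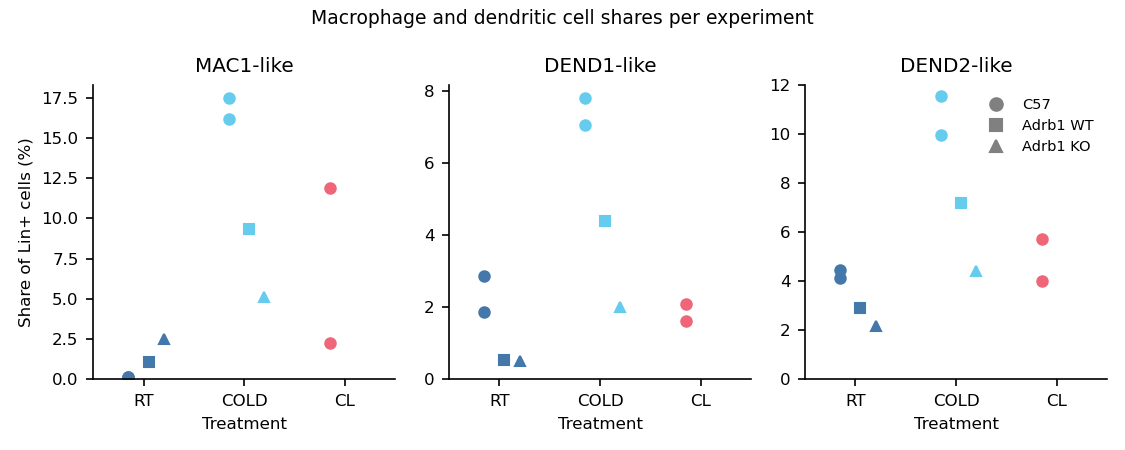
Share of Lin+ cells (percent) that were MAC1-like, DEND1-like and DEND2-like in each experiment at RT, in the cold and during CL infusion, with shapes for C57, WT and KO mice. The cold experiments lie at 5.08% to 17.5% for MAC1-like cells, against 0.119% to 2.48% at RT.

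To ask whether immune shares go with proliferation, 12 Lin+ class shares were correlated with the proliferating share. On the proliferating share the 10 experiments fall into a low cluster (RT, at most 0.412%, and CL replicate 2, at 0.666%) and a high one (4.18% to 16.9%), so a pooled r over 10 is not given. The 6 stimulated experiments were used as planned, although 1 of them, CL replicate 2, lies in the low cluster, and no correlation is given for the 5 others, since 6 experiments were taken as the least for one. Over the 6, r was 0.869 for MAC1-like (exact p 0.0111, adjusted 0.0267; rho 0.943, p 0.0167, adjusted 0.04), 0.842 for DEND1-like (p 0.00139, adjusted 0.00833; rho 1, p 0.00278, adjusted 0.0111) and 0.902 for DEND2-like cells (p 0.00139, adjusted 0.00833; rho 1, p 0.00278, adjusted 0.0111). In all, 7 of the 12 classes passed, among them neutrophils with a negative r of -0.954 (adjusted 0.0167). Leaving out the 2 experiments farthest from the median of the class share (CL replicate 2 and COLD replicate 1 for MAC1-like cells, both C57 cold experiments for the others) gave r of 0.868, 0.712 and 0.890 for MAC1-like, DEND1-like and DEND2-like cells over 4 experiments. No p is given for these r, and over 4 experiments the p of rho cannot go below 0.0833. The Lin+ shares have a common denominator, and the count fell from 7 to 0 when lymphocytes and erythroid cells were left out of it (r of 0.815, 0.741 and 0.760) or when the cluster share replaced the gate (0.876, 0.612 and 0.735). Neither the 2 CL experiments nor the 4 cold experiments are enough for a correlation of their own.

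**Figure D4:**
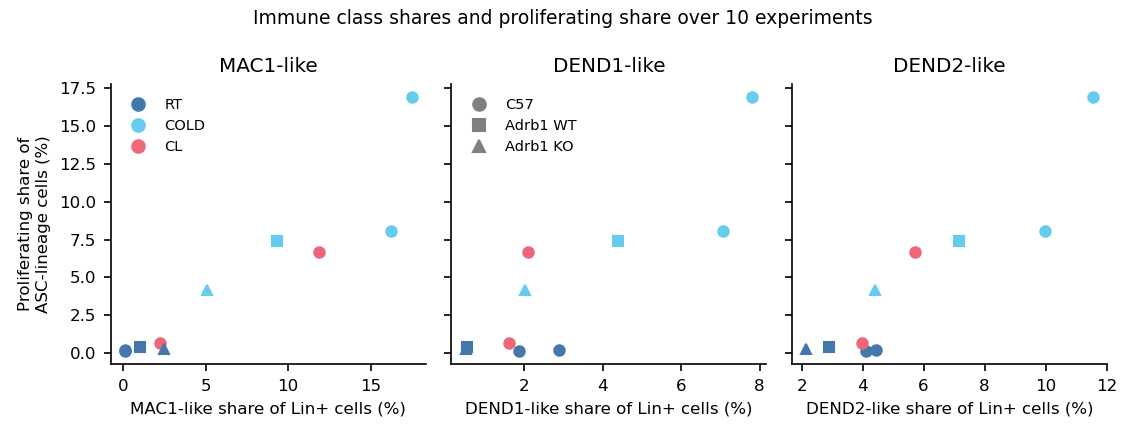
Share of Lin+ cells of a class (percent) against the share of ASC-lineage cells past the proliferation gate (percent) in each of the 10 experiments. The 6 stimulated experiments rise together for DEND2-like cells (r 0.902), with CL replicate 2 at 0.666% on the proliferation axis, close to the 4 RT experiments, which lie at no more than 0.412%.

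The Adrb1 line was made to ask whether the β1 receptor in ASCs is needed. With 1 library per group no test was made. In ASC1-like cells Adrb1 was at 5.46 CPM (12 UMIs, interval 2.82 to 9.53) in WT and 0.578 CPM (1 UMI, 0.0146 to 3.22) in KO at RT, and at 4.07 CPM (55 UMIs, 3.06 to 5.29) in WT and 0.471 CPM (4 UMIs, 0.128 to 1.21) in KO in the cold. The ratio of KO to WT was 0.106 (0.00248 to 0.716) at RT and 0.116 (0.0305 to 0.314) in the cold, a reduction of 89.4% and 88.4%. A finer clustering moved the cold ratio most, to 0.0640 (0.00754 to 0.244). After thinning, an Adrb1 UMI was present in 1.04% of WT and 0.248% of KO ASC1-like cells at RT and in 0.272% of WT and 0 of 1041 KO cells in the cold, against 0.328%, 0, 0.353% and 0 of VEC-like cells in the same order. In the cold the WT share did not exceed that of VEC-like cells. The latter rests on few counts (2 Adrb1 UMIs in WT VEC-like cells before thinning), so the comparison of shares gives no level of background. The summed counts of ASC1-like cells in the cold, 55 UMIs in WT and 4 in KO, have counting intervals that do not overlap. VSMC-like cells, which do not carry the deletion, held 44.6 CPM in WT and 48.7 CPM in KO at RT, and 59.1 and 79.8 CPM in the cold.

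**Figure D5:**
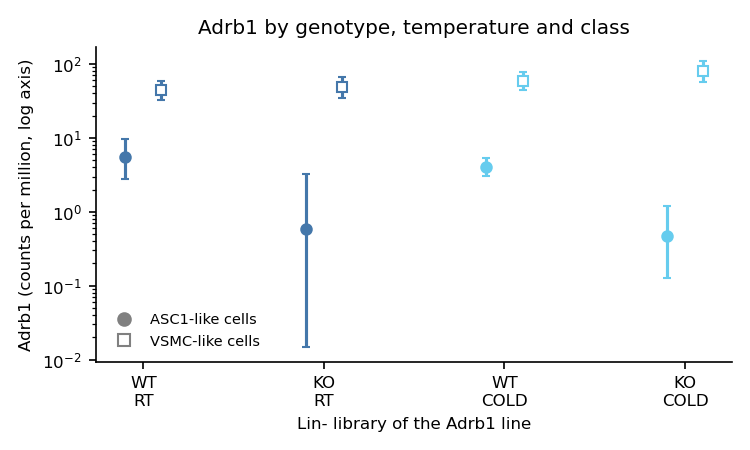
Adrb1 expression (CPM, log axis) in ASC1-like and VSMC-like cells of the 4 Lin- libraries of the Adrb1 line, with exact Poisson 95% intervals. In ASC1-like cells the KO libraries lie at 0.578 and 0.471 CPM, below the WT libraries at 5.46 and 4.07 CPM.

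The proliferating share of ASC-lineage cells in the cold was 4.18% in KO and 7.43% in WT, a ratio of 0.562 (counting interval 0.447 to 0.702), and the largest move among the alternatives was to 0.646 with marker genes kept. The cold libraries of C57 mice differ from each other by more (16.9% against 8.08%), so the difference is not larger than the spread between pools of mice. At RT the ratio was 0.701 (0.167 to 2.27), and by cluster share, an alternative added later, it was 1.53 (0.912 to 2.52). That share rests on 28 KO cells, and 10 of the 13 in the proliferating cluster lay nearest to muscle cells, so no direction is read from it. In ASC1-like cells 2856 genes had at least 50 CPM in the higher library of both KO and WT pairs, and 50.7% of them (48.8 to 52.5) had the same sign of KO against WT at RT and in the cold, with r = 0.00 across genes. Only Pi16 differed more than 2-fold in both pairs. The genes ranked highest were Nnat (log2 ratio 1.01 at RT and 0.84 in the cold), H2-Q4 (0.78 and 0.66) and Cxcl13 (0.65 and 0.79), and the lowest were Pi16 (-1.05 and -1.67), Pdgfra (-0.78 and -0.80) and Fabp5 (-0.78 and -1.30). Pi16, a marker of ASC2, was higher in KO among ASC2-like cells, with ratios of 1.25 and 1.19. In VEC-like cells it was lower in KO in the cold (37.4 against 245 CPM), and at RT the interval of the ratio was 0.377 to 1.19. In the cold WT library VEC-like cells thus held more Pi16 than ASC1-like cells (50.7 CPM). Cell-free RNA is therefore not ruled out for the difference in ASC1-like cells. Of the 1567 genes called after cold in C57 mice, 561 had at least 50 CPM in the Adrb1 line, and 91.8% of these moved in the same direction in WT and 93.0% in KO. Their median log2 change in the C57 direction was 1.09 in WT and 1.19 in KO. On the fixed list, both genotypes of the line differed in sign from C57 mice for Cxcl14, with log2 changes of 0.85 in WT and 0.38 in KO against -1.99 in C57 mice, and for Adrb1 itself, with -0.48 in WT and -0.71 in KO (on the few UMIs given above) against 1.42. The sign differed in WT alone for Fdps (0.10 in WT and -0.45 in KO against -2.99) and Pparg (-0.30 in WT and 0.17 in KO against 0.75). Kit version, sex and collection day differ between these comparisons and cannot be separated from them.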

Values the study reported

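The study analysed 28,691 Lin- and 25,344 Lin+ cells from control and cold-exposed C57 mice, and 18,332 Lin- cells from the Adrb1 line. It counted 437 proliferating or differentiating cells among 5,118 ASCs in cold-exposed WT mice (8.54%) and 171 among 3,063 in cold-exposed KO mice (5.58%). At room temperature it counted 31 among 3,695 in WT mice (0.84%) and 9 among 1,543 in KO mice (0.58%). In mice infused with CL it counted 1,526 among 11,275 (13.5%), against 38 among 7,234 in their controls (0.53%). Expression of Adrb1 in ASC1 was reported to be reduced by more than 90% in KO mice. Over its experiments, the study gave r² values with the proliferating share of 0.74 for DEND1, 0.91 for DEND2 and 0.87 for MAC1.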

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

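In this part, thinning ASC1-like sums to the depth of ASC3-like sums and comparing the 2 CL libraries for the Cthrc1 cluster were tests chosen only after the result was seen.

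In the Lin+ library of cold KO mice the 5 most abundant genes took 34.7% of the counts, far from the 8.60% to 17.9% of the other 9 Lin+ libraries. It was the only extreme value among 28 groups of values examined, and chance alone marks about 1 in 20. The test separated cells of 1 class in which these genes are abundant: 1155 erythroid cells (23.4% of the library) held 92.0% of these counts, and without them the share of the 5 genes was 7.16%. A larger carry-over of red blood cells into this library is a candidate explanation. Because erythroid cells enter the denominator of all Lin+ shares, they lower the immune shares of this library. No biological explanation was tested.

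The cold response differed between ASC1-like and ASC2-like cells for 1172 genes and between ASC1-like and ASC3-like cells for 683 genes, by a test of the difference itself. During CL infusion the difference passed for 101 and 35 genes. Depth is the first technical explanation, since ASC1-like cells bring more counts. With both classes thinned to the same depth, 806 genes still differed between ASC1-like and ASC2-like cells after cold, and 634 genes were called in ASC1-like cells at the depth of ASC3-like cells, where the latter gave 4. Depth as the whole cause is therefore excluded for the cold response. During CL infusion thinning left 74 and 19 genes. Cell-free RNA could contribute, as it does not cancel in this test even where all classes receive the same amount: the fold change is then larger in the class that starts lower. The share of differentiating cells within the ASC1-like clusters could contribute as well. A stronger reaction of ASC1 itself stays a hypothesis, found and tested on the same libraries.

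An unnamed Lin- cluster with high Cthrc1 and Lrrc15, whose best matching marker list was that of proliferating cells (10 markers raised), was outside the class comparisons above. It held 11.5% of cells (interval 10.96 to 12.06) in CL replicate 1 and 4.52% (4.02 to 5.05) in CL replicate 2, against 0.0892% and 0.178% in the RT libraries and 0.335% and 0.892% in the cold libraries of C57 mice. Doublets are argued against, as 3.71% of its cells in CL replicate 1 were called doublets, below the 5.85% of the whole library. A state of 1 library alone is argued against by the 4.52% in the second CL library, whose interval lies above both RT libraries. The cluster was not confined to CL mice: it held 3.74% of cells in the RT library of WT mice, 1.32% in that of KO mice, and 1.73% and 1.33% in their cold libraries, in female mice and, at RT, with another kit version than the C57 libraries. These values are consistent with a fibroblast state that grew with the infusion, but whether the ligand or the infusion procedure would be responsible was not tested.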

How the results depend on the processing

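In this part, these tests were chosen only after the result was seen: ASC-like cells of unnamed clusters added, proliferating cells by nearest class, the Adrb1 line alone, no thinning over 4 experiments and for KO and WT, the cluster share for KO and WT, and all settings of the cluster share and of the KO and WT genes that concern cells and clustering.

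Over 103 results and 1130 alternatives, 924 kept their direction and side of the threshold (or stayed within the spread or within 1.5 times for counts), 96 lost the threshold, 28 gained it, 69 moved and 13 changed direction. Among 60 named genes, alternatives other than leaving out a library kept 515 of 539 values, while leaving out 1 library kept 170 of 240. Except where a smaller number of samples or genes tested by construction shows it, the cause was not tested.

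The counts of genes moved with the filter, since leaving it out adds genes with low counts to the test. Without it they were 2731 and 824 in ASC1-like cells (cold and CL), 461 and 259 in ASC2-like cells, and 185 and 228 in ASC3-like cells. DESeq2 gave 305 for CL in ASC1-like cells, 53 for CL in ASC2-like cells, and 29 and 24 in ASC3-like cells. Marker genes kept in the clustering gave 17 for CL in ASC2-like and 8 for cold in ASC3-like cells, and a fit to the 2 groups alone gave 17 for cold in ASC3-like cells. RLE size factors, left-out doublets, at least 500 genes per cell and the finer resolution kept all 6 counts within 1.5 times.

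Leaving out 1 library takes away samples, and it moved most counts. They ranged from 514 to 813 and from 46 to 314 in ASC1-like cells (cold and CL), from 16 to 112 and from 4 to 86 in ASC2-like cells, and from 0 to 2 and from 0 to 157 in ASC3-like cells. The tests of numbers of cells passed 0 to 6 times in each fraction, out of 22 Lin- and 36 Lin+ tests without an RT library but 11 and 18 tests of a single contrast without another, so these counts are not on one scale. Gene sets passed 18 to 22 times. The difference in the proliferating share ranged from 7.91 to 16.7 points for cold and from 0.501 to 6.51 points for CL.

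A replicate block asks whether libraries that share a number belong together. With the block, the counts were 2394 and 347 in ASC1-like cells, 228 and 75 in ASC2-like cells, and 36 and 41 in ASC3-like cells, and 6 tests of numbers of Lin+ cells passed. Deviations of the libraries with the same number correlated at 0.171, 0.237 and 0.0756 between RT and cold (ASC1-like, ASC2-like and ASC3-like cells), at -0.0247, 0.0523 and 0.00880 between RT and CL, and at 0.374, 0.335 and 0.308 between cold and CL. The block also brought the extracellular matrix set in ASC3-like cells after cold (adjusted p 0.0274) and Hmgcs1 during CL infusion (-1.63) past the threshold, and Cxcl9 after cold (1.71) out of it. The study describes cohorts of RT and cold mice within an experiment and merges libraries of the same replicate experiment, so a pairing is possible. The labels name no shared day or litter, RT and CL do not deviate together, and with 2 of each number the question stays open, so the main fits leave the block out.

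Adding ASC-like cells of unnamed clusters moved the CL difference to 5.29 points and the cold difference to 12.4 points, within the spread between replicates. For the proliferating share, thinning to 2000 UMIs gave differences of 19.1 points for cold and 8.10 points for CL, no thinning 22.0 and a gate at 1 UMI 20.9 for cold. By construction, more UMIs per cell or a lower gate let more cells pass. Over 4 experiments, every alternative to the gate, depth and clustering kept p at 0.0286, and the C57 experiments alone (12.3 points) and the Adrb1 line alone (5.45 points) cannot reach 0.05 with 2 libraries against 2. The macrophage-like share changed direction at 2000 UMIs (0.217) and at 1 UMI (0.551), far from the threshold in each case.

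Among Lin- classes the count past the threshold fell to 0 with at least 500 genes per cell, marker genes kept, TMM factors and proliferating cells by nearest class. Of the MAC1-like, DEND1-like and DEND2-like shares, 2 passed with at least 500 genes, marker genes kept, or proliferating cells by nearest class. The correlations with immune classes passed 0 times without lymphocytes and erythroid cells in the denominator or with the cluster share, 2 times with at least 500 genes and 4 times at the finer resolution. For MAC1-like cells r no longer passed at 0.815 without lymphocytes and erythroid cells, 0.876 with the cluster share (not lower than the 0.869 above), 0.854 with at least 500 genes and 0.800 with marker genes kept. Without the 2 farthest experiments it was 0.868 and was not tested. DEND1-like cells gave 0.741, 0.612 and 0.712, and DEND2-like cells 0.760, 0.735 and 0.890, under the first, the second and the last of these. A pooled r over all 10 experiments was planned and is left out because 5 experiments, the RT ones and CL replicate 2, lie in a low cluster apart from the 5 others. The shares of a fraction have a common denominator, so they do not vary independently.

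The agreement of the cold and CL responses fell to r of 0.317 and 0.520 with separate RT libraries for each contrast. Of the gene set tests 0 passed with an estimated correlation and 7 with fry. Without RT replicate 2 the extracellular matrix set changed direction after cold in ASC1-like, ASC2-like and ASC3-like cells (adjusted p 0.498, 1.36e-08 and 0.118). Over all alternatives these adjusted p ranged from 8.44e-06 to 0.783, from 1.17e-12 to 0.972 and from 5.65e-08 to 0.587, with 0.219 as the highest of the last without a library. The named genes that changed direction were all far from the threshold at the change and close to 0 on the log2 scale. After cold, Bmper was at -0.0279 without RT replicate 2 (range -0.0279 to 0.0984 over the libraries left out). During CL infusion, Bmper was at -0.0440 and Sdc1 at -0.132 without CL replicate 1 (ranges -0.0440 to 0.256 and -0.132 to 1.21), and Cxcl9 at 0.0866 without RT replicate 2 and 0.0803 without CL replicate 2 (range -0.479 to 0.0866). Lpl was at 0.0427 with marker genes kept, 0.161 without RT replicate 1 and 0.0249 without CL replicate 2 (range -0.207 to 0.161).

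Depth accounts for part of the difference in counts between subtypes. At a common depth of 602116 to 3415120 counts per library, ASC1-like cells gave 634 and 135 genes (cold and CL), ASC2-like cells 50 and 9, and ASC3-like cells 4 and 5. In simulated data with 193 changed genes among 9756, 46.1% of the changes in ASC3-like sums and 83.3% of the 4-fold ones were recovered. Depth therefore does not account for the low counts of ASC3-like cells as a whole, although small changes in them can be missed.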

Other observations

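In this part, these tests were chosen only after the result was seen: those of adipocyte RNA in VEC-like cells and of its composition and level in ASC1-like cells, of free RNA of cycling cells, of the spread between cold pools, of stromal carry-over, of a blunted response in KO mice, and of nearly empty droplets.

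Adipocyte transcripts tended to rise in VEC-like cells, which should not express them: the 8 listed genes had a median log2 fold change of 1.77 after cold and 2.07 during CL infusion, with 8 of 8 fitted changes above 0 in each and 0 called by edgeR. Both libraries lay above both RT libraries for 5 of the 8 after cold and 3 of the 8 during CL infusion. For Car3 the rise was in replicate 1 alone in each (480 and 662 CPM against 202 and 182 at RT). RNA from adipocytes in the droplets is a candidate explanation, and the correction of the deposited counts used 1 gene of that list, Car3. In ASC1-like cells the levels of Car3, Adipoq and Plin1 go against this RNA as the whole cause, but not as independent evidence. These 3 genes were parted from Ucp1, Gpd1 and Cidec by the same levels. After cold, the class by treatment test did not call the 3 against ASC2-like cells (adjusted p 0.0947, 0.583 and 0.536). Against VEC-like cells it called Car3 and Adipoq (0.00311 and 0.00229) but not Plin1 (0.185), and against ASC3-like cells Adipoq alone (0.0337). Droplets of a library hold adipocyte RNA of 1 composition, which would bring Ucp1, Gpd1 and Cidec along. Relative to those 3 genes, the median of Car3, Adipoq and Plin1 was higher in ASC1-like than in ASC2-like, ASC3-like or VEC-like cells of the same library, by a factor of at least 4.80 in the cold libraries and 1.90 in the CL libraries. Car3 was at 1060 and 517 CPM in ASC1-like cells of the cold libraries, against 164 and 3.76 CPM in ASC2-like, 132 and 1.17 CPM in ASC3-like, and 480 and 25.9 CPM in VEC-like cells. Whether ASC1-like cells or differentiating cells within their clusters make these transcripts was not tested. Ucp1, Gpd1 and Cidec together reached at most 0.124 of their level in VEC-like cells in the cold libraries. As these genes were parted from the others by their levels, RNA from adipocytes in the droplets and transcription in ASC1-like cells cannot be told apart for them. In ASC2-like and ASC3-like cells the list rose by medians of 3.76 and 3.21 after cold with 0 genes called. Erythroid genes, as another source of free RNA, had medians of 2.60 in ASC1-like cells (4 genes tested) and 0.31 in VEC-like cells (5 tested) after cold, with 0 called in either.

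The proliferating share of ASC-lineage cells was 6.67% in CL replicate 1 and 0.666% in CL replicate 2. Free RNA of cycling cells would raise all classes of replicate 1, but 0.840% of its ASC2-like cells passed the gate, so it is not enough. Doublets are argued against by a share of 6.47% without the called doublets. The VEC-like cells passed at 3.90% and 3.37% in the same libraries, so the difference lies in ASC-lineage cells. A variable response of individual mice might account for it, and pools of mice cannot show this.

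The cold KO library had fewer proliferating cells than the cold WT library, with a ratio of WT to KO of 1.78. The cold libraries of the C57 pools, which share a genotype, differ by a ratio of 2.09. Chance differences between pools of mice of 1 genotype may therefore account for it. The cold response of ASC1-like genes leaves the same question open: 47.77% of the 561 genes read in the Adrb1 line changed less in KO than in WT, and some responses were larger in KO: the interferon response genes had a median log2 change of 2.38 in KO and 1.21 in WT, and the sterol synthesis genes -1.44 and -0.52. With 1 library per group, such differences cannot be set against the spread between pools, and a blunted response and no effect of the deletion cannot be told apart.

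Pdgfra was lower in KO than in WT mice in all 6 comparisons of ASC-like classes, at ratios of 0.472 to 0.611. The KO mice carry a Cre insertion in 1 copy of Pdgfra, and their controls lack it. Of the 2314 genes compared, 152 were lower in every comparison and 0 others were as low in all 6. This count restates how Pdgfra was singled out, so an allele of Pdgfra that carries the Cre insertion and another effect of the genotype cannot be told apart.

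The Lin+ library of CL replicate 2 held 1056 ASC-like cells, although this fraction was selected for immune markers. Doublets of an ASC with an immune cell are argued against: the immune genes of these cells were at 7.11% of the level in immune cells of the library (1541 against 21687 CPM), and 3.69% of them were called doublets. Stromal cells carried over in the sort is a possible explanation: other stromal cells stood to ASC-like cells in the Lin+ library as in the Lin- library, with a ratio of 0.990. The types did not follow this one by one, however, with 109 Schwann cells where 31.8 would follow, 19 VSMC-like cells where 81.2 would, and 45 VEC-like cells where 61.7 would.

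In the Lin- library of RT replicate 2, 72.0% of barcodes carried at least 10% mitochondrial UMIs. The median barcode before filtering held 44 genes, which is consistent with nearly empty or damaged droplets among the barcodes. The 6171 cells kept had a median of 1247 UMIs, and several counts of genes depend on this library.

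The cluster share of proliferating and differentiating cells at RT was 1.29% of 3247 ASC-lineage cells in WT mice and 1.98% of 1417 in KO mice. Both differ by more than 1.5 times from the values quoted from the study above, which refer to clusters and a denominator other than those rebuilt here, so that no direction is read from them.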
